A study of Homo sapiens with 6 samples.

How the data were processed

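ChIP-seq for CTCF and for H3K27ac was performed in neurons differentiated from KOLF2.1J neural progenitors, with 2 libraries per antibody and 2 input libraries. Per the labels' protocols, cells were fixed with formaldehyde, chromatin was sheared by sonication, and libraries were amplified by PCR. PCR duplicates, their removal, the aligner, the peak caller, its settings and the genome build are not stated in the labels, and the files have no headers.

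The deposited files were 2 peak lists of 10 columns per row, 1 per antibody, each the authors' single list for both replicates. They held 0 columns of per-sample values. Values of single replicates, values of the input libraries and the pooled signal tracks that the labels mention were not analysed here. The CTCF list's signal value is the authors' peak signal on a scale that is not stated. Per the labels, the list's name refers to the irreproducible discovery rate, a filter on the ranks of peaks in replicates. The H3K27ac list's deposited signal column holds a fold enrichment at the summit, judged from its values and layout, and was read as a ratio. Each deposited list also holds −log10 q values and a score of at most 1000 assigned by the authors' pipeline. The CTCF −log10 q has a maximum of 4.78 that is also its median, so it does not order the stronger peaks. Start, end and summit were taken from the authors' columns and converted to 1-based positions for printing. Because the CTCF signal and the H3K27ac fold enrichment are on different scales, no value was compared between the lists. Read depth could not be recovered from them, and no count test was used.

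No genome sequence was used. The gene table available was that of GRCh38.p14, which gives gene intervals without strand. Since the lists' build is not named, the table was used to name the protein-coding genes a peak overlaps or lies between. Genes of other types were not named. The table was also used to count the peaks and genes in gene intervals and windows, and to match genes on length. The counts and the matching go beyond naming and rest on the check of positions that follows. None of its coordinates are printed. The assignment of names was checked by asking how many ends of the 19970 protein-coding genes on 23 chromosomes fell inside an H3K27ac peak. The share was 21.0% at the listed positions. It lay between 2.54% and 3.20% when the gene ends were moved by any of 14 offsets from 5 to 500 kb, and the highest share was at the listed positions on 23 of 23 chromosomes.

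Overlap of 2 lists meant at least 1 bp shared with the other list. Shares are given with 95% Wilson intervals, which cover counting error only. Position randomization used 1000 circular shifts of the CTCF list within the span of the listed peaks on each chromosome, with a two-sided permutation p whose smallest value is 0.001. It describes these pooled lists and not a population of cultures. Spans include stretches without any peak, such as centromeres, so shifts of 50 to 500 kb per peak were run as an alternative. Ratios of median signal values have 95% intervals from 1000 bootstrap draws of whole chromosomes. Genes of similar length to MAPT were those within 20% of its length. The marker lists were written before the data were examined, all 78 genes were found in the table, and random lists drew genes from all protein-coding genes. In an alternative they drew each gene from the same of 20 length bins. The 10000 random lists were not matched on promoter type or expression.

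Some planned results changed because of what the lists and the gene table hold. Promoter shares, promoter against distal signal, the CTCF motif and the orientation of neighbouring motifs need a strand or a sequence and were not analysed here. For MAPT, the planned transcription start site was replaced by the strongest H3K27ac peak that overlaps the gene, and comparison windows were placed in the same way at other genes. For marker genes, the planned promoter was replaced by the whole gene interval. Named peaks followed a rule set before the data were examined: the 5 strongest of each list, and within 1 Mb of MAPT the 5 strongest and the nearest of each list. The other peaks overlapping MAPT were added afterwards. Alternatives tried were the definition of overlap, stricter lists (the 50% or the 20000 peaks with the highest signal values, or q under 0.01), the removal of CTCF peaks with a recurrent width, merged CTCF peaks, autosomes only, other window sizes and other matching of genes. Many choices were made after seeing the data. Among the alternatives and divisions, these included the q threshold, merged peaks, the recurrent width, width deciles, CTCF signal deciles and length matching of random lists. Windows of 100 bp around CTCF summits alone were also added then, whereas windows around both summits were planned for the overlap share. Among the results, they included the share of H3K27ac peaks overlapping CTCF and the CTCF signal ratio, each with all of its alternatives. They also included the peaks overlapping MAPT with genes of similar length as their background, the placement of the MAPT windows, the gaps between H3K27ac peaks and the test between the neuron and progenitor lists. Counting tied random lists by mid-rank in the marker percentiles was decided after first values had been seen.

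Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The overlap, shift and bootstrap code was tested on simulated data. On 20000 simulated peaks with an expected enrichment of 46.1, circular shifts gave 46.1 and local shifts 45.7, and a list placed at random gave 0.969. Simulated positions were drawn uniformly along each chromosome, apart from CTCF peaks placed on H3K27ac peaks. The simulation therefore checks the code and not how well either kind of shift suits the listed peaks. A simulated ratio of 2 was recovered as 1.99 (95% interval 1.93 to 2.06).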

Results

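The series profiled chromatin in neurons differentiated from neural progenitors of KOLF2.1J, an established human induced pluripotent stem cell line. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out with antibodies against CTCF and H3K27ac. CTCF is a DNA-binding protein found at the anchors of chromatin loops. H3K27ac is an acetylated form of histone H3 that accumulates at active promoters and enhancers. The 6 samples comprised 2 CTCF libraries, 2 H3K27ac libraries and 2 input libraries. The values analysed here were 1 peak list per antibody, which covers both of its replicates together, so no spread between replicates could be estimated. Neither list gave read counts, and the sequencing depth behind each value was therefore unknown. The wider study sought regulatory elements of MAPT, the gene that encodes the microtubule-associated protein tau. The ChIP-seq lists addressed where CTCF and H3K27ac were found, how often they met, and what lay around MAPT.

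The CTCF list held 43677 peaks with a median interval width of 466 bp and a median signal value of 91.0. Of these, 214 repeated the interval of another entry, and merging overlapping entries left 41324 intervals that covered 22.7 Mb. A single width of 800 bp accounted for 14577 CTCF peaks (33.4%), each with its summit at an offset of 400 bp. The next most frequent width occurred in 223 peaks. The same width and the same central summit offset in so many peaks argue against a width measured peak by peak. The peak caller's settings are not stated, so how the width was assigned is unknown. The peaks of other widths had a median width of 426 bp. The peaks of the recurrent width had a median signal value of 35.9 and a highest value of 97.6, against a median of 144.85 in the other 29100 peaks. The H3K27ac list held 78694 peaks that did not overlap one another and covered 47.2 Mb. Its median width was 356 bp, its widest interval spanned 13646 bp, and its median fold enrichment was 4.74. A q-value above 0.05 was attached to 5446 H3K27ac peaks (6.92%) and to 2150 CTCF peaks (4.92%).

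The highest CTCF signal value in the genome, 492, belonged to a peak on chromosome 1 from 114346408 to 114346993, between SYT6 and TRIM33. It was followed by a peak overlapping ATP5MC2 on chromosome 12 from 53675948 to 53676490, with a signal value of 474.5. The next overlapped MED15 on chromosome 22 from 20564227 to 20564783, with a signal value of 473. A peak between GFI1B and GTF3C5 on chromosome 9 from 133022278 to 133022805 had a signal value of 466. A peak overlapping ADGRG1 on chromosome 16 from 57648946 to 57649504 had a signal value of 465. The highest H3K27ac fold enrichment, 98.9, belonged to a peak on chromosome 12 from 12265566 to 12267978 that overlapped LRP6. The next overlapped DYNC2I2 on chromosome 9 from 128656257 to 128657861 (fold enrichment 98.1) and USP1 on chromosome 1 from 62435344 to 62437867 (fold enrichment 97.97). They were followed by peaks overlapping UPF2 on chromosome 10 from 12041829 to 12043268 (fold enrichment 96.1) and FLCN on chromosome 17 from 17236458 to 17237980 (fold enrichment 92.9). All coordinates are 1-based positions in the deposited lists, whose genome build is not named. The gene names come from the GRCh38.p14 gene table and cover protein-coding genes only. A peak given as between named genes may therefore overlap a gene of another type.

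The first comparison asked how often CTCF and H3K27ac peaks met. Of the 43677 CTCF peaks, 12278 overlapped an H3K27ac peak by at least 1 bp, which is 28.1% (95% Wilson interval 27.7 to 28.5%). The interval covers counting error only. The definition of overlap moved this share most: it was 12.5% when both lists were reduced to 100 bp either side of each summit. Circular shifts of the CTCF list along each chromosome gave a mean of 1267 overlapping peaks with an SD of 44.4 over 1000 shifts, and a highest count of 1428. The observed overlap was 9.69 times that mean (two-sided permutation p = 0.001, the smallest that 1000 shifts can give). The fold was above 1 on each of the 23 chromosomes examined and ranged from 6.09 to 15.5. When each CTCF peak was instead moved by 50 to 500 kb, so that it stayed near its own surroundings, the fold was 7.02 (permutation p = 0.001). In the other direction, 12763 of the 78694 H3K27ac peaks overlapped a CTCF peak, which is 16.2% (95% Wilson interval 15.96 to 16.5%).

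The overlap was then examined across the range of CTCF signal values by dividing the CTCF peaks into 10 groups of near-equal size. The share that overlapped H3K27ac was 47.7% in the weakest decile (95% Wilson interval 46.2 to 49.1%). It fell to 21.3% in the sixth decile (95% Wilson interval 20.1 to 22.5%) and rose again to 32.1% in the strongest decile (95% Wilson interval 30.8 to 33.5%). The intervals of the weakest, sixth and strongest deciles did not meet, but they treat peaks as independent. In the weakest decile 51.8% of peaks lay within 1 kb of another CTCF summit, against 6.87% in the sixth. The intervals may therefore be too narrow, above all in the weakest decile. Most peaks of the weakest decile (97.6%) had the recurrent width of 800 bp, whereas none of the strongest decile did. With equal windows of 100 bp either side of each CTCF summit the shares were 42.9%, 18.7% and 23.2% in the same 3 deciles.

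**Figure D1:**
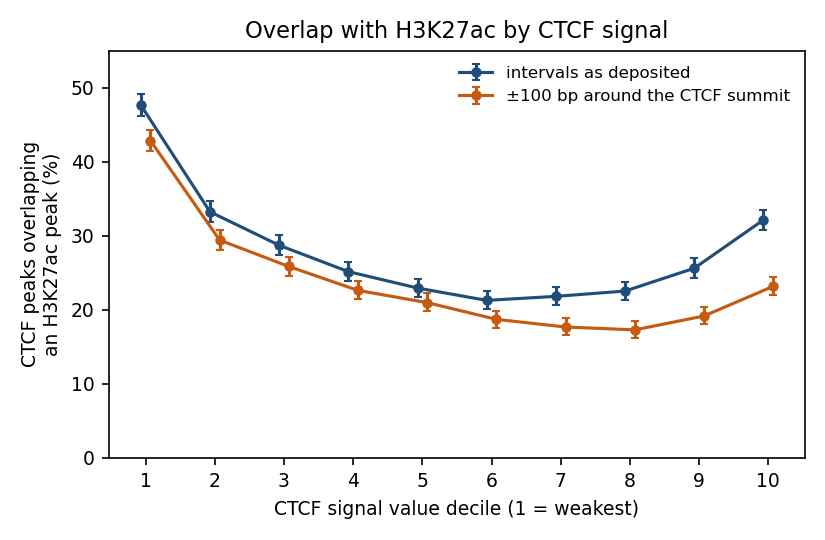
The share of CTCF peaks that overlap an H3K27ac peak (y axis, percent) is plotted against CTCF signal decile (x axis, 1 is the weakest), with intervals as deposited and with windows of 100 bp either side of the CTCF summit. Error bars are 95% Wilson intervals, and the shares fall from 47.7% and 42.9% in the weakest decile to 21.3% in decile 6 and 17.3% in decile 8 before rising to 32.1% and 23.2% in the strongest.

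Signal values were compared only within a list. H3K27ac peaks that overlapped a CTCF peak had a median fold enrichment of 8.19, against 4.50 in the 65931 that did not. The ratio of medians was 1.82 (95% interval 1.76 to 1.88 from 1000 bootstrap draws of whole chromosomes), and it was above 1 on 23 of 23 chromosomes. Peak width moved this ratio most. Within deciles of H3K27ac peak width the ratio ranged from 1.04 to 1.41 with a median of 1.15, and it was above 1 in all 10 width deciles. CTCF peaks that overlapped H3K27ac had a median signal value of 73.2, against 96.99 in the remainder, a ratio of 0.755 (95% bootstrap interval 0.724 to 0.788). That ratio was above 1 on only 1 of 23 chromosomes. The direction changed when the peaks of 800 bp were left out: the median signal values were then 150.5 with and 143.5 without H3K27ac, a ratio of 1.05 (95% bootstrap interval 1.02 to 1.08). No p-value is given for these ratios because peaks are not replicates.

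The next comparison concerned MAPT, which lies on chromosome 17. The H3K27ac list held 6 peaks that overlapped the gene. The strongest ran from 45894519 to 45896663, had a fold enrichment of 12.9 and a −log10 q of 40.2, and stood at percentile 85.97 of fold enrichment in its list. It served as the anchor for positions around MAPT. A second peak followed from 45896825 to 45897782 with a fold enrichment of 8.74, and another lay 10.6 kb from the anchor summit with a fold enrichment of 7.28. The remaining 3 peaks had fold enrichments of 2.49, 3.45 and 2.29, and the first and last of these had −log10 q values of 1.13 and 0.581, which correspond to q-values above 0.05. MAPT held more H3K27ac peaks than 67.5% of the 1236 protein-coding genes of similar length, whose median was 3 peaks. Its highest fold enrichment of 12.9 exceeded that of 46.1% of those genes, whose median was 14.2.

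The CTCF list held 4 peaks that overlapped MAPT, more than 76.2% of genes of similar length, whose median was 2 peaks. The strongest ran from 45894149 to 45894661, with a signal value of 245 at percentile 88.1 of its list, and its summit lay 1.07 kb on the lower-coordinate side of the anchor summit. A weaker peak from 45895482 to 45895821 with a signal value of 67.0 lay inside the anchor peak. The remaining CTCF peaks in MAPT lay 53.8 kb and 107 kb on the higher-coordinate side, with signal values of 88.2 and 206, and neither overlapped an H3K27ac peak.

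Within 1 Mb either side of the anchor summit, 69 CTCF peaks and 85 H3K27ac peaks were listed, and 19 of the CTCF peaks overlapped H3K27ac. The same window was placed at the strongest H3K27ac peak of each of 13772 other protein-coding genes. The CTCF number was at percentile 81.0 of those windows, whose median was 42 peaks. The H3K27ac number was at percentile 55.2, with a median of 77 peaks. With 500 kb either side, MAPT had 27 H3K27ac peaks and stood at percentile 27.8. Windows of neighbouring genes share peaks, so these percentiles describe the lists and are not a test. The 5 strongest CTCF peaks in the 1 Mb window were all on the lower-coordinate side of the anchor, 255 to 760 kb away. The highest, from 45135177 to 45135723, overlapped ACBD4 and had a signal value of 422. The peak 467 kb away overlapped ARHGAP27 (signal value 367), the peak 255 kb away overlapped LINC02210-CRHR1 (signal value 327), the peak 618 kb away overlapped MAP3K14 (signal value 313), and the peak 676 kb away lay between HEXIM2 and FMNL1 (signal value 307). The strongest H3K27ac peak in the window, from 44898743 to 44900251, overlapped EFTUD2 and DNAAF19 and had a fold enrichment of 62.8. It was followed by peaks that overlapped HEXIM2 (fold enrichment 54.5) and KANSL1 (fold enrichment 52.2), by a peak between ACBD4 and HEXIM1 (fold enrichment 39.7) and by a peak that overlapped HEXIM1 (fold enrichment 33.7).

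**Figure D2:**
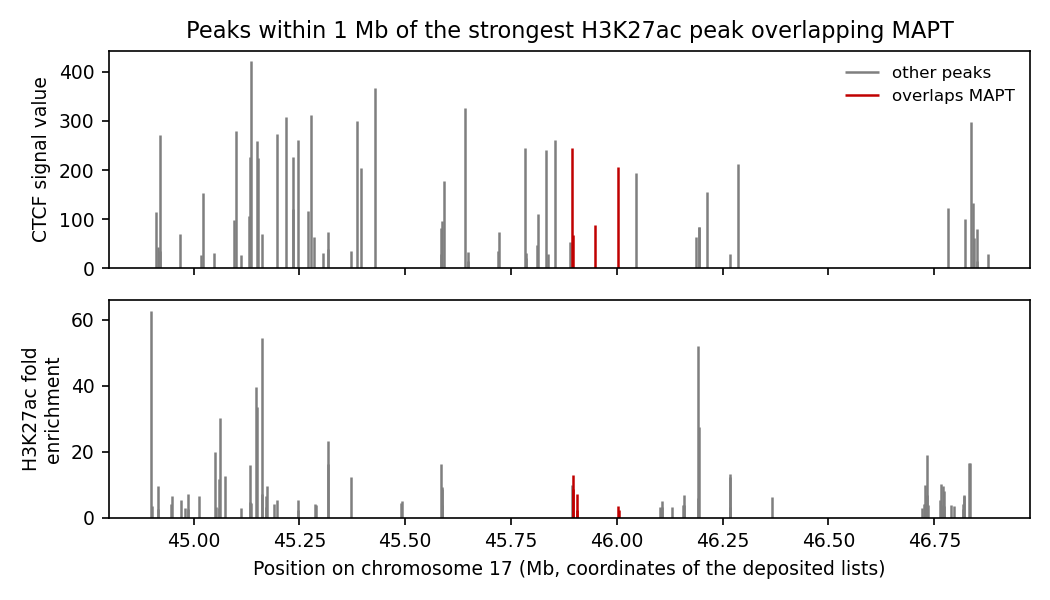
CTCF signal value (upper panel) and H3K27ac fold enrichment (lower panel) of each peak within 1 Mb of the anchor summit are drawn as vertical lines against position on chromosome 17 in Mb. Peaks that overlap MAPT are red and all others grey, and the 4 CTCF peaks in MAPT reach a signal value of 245 and its 6 H3K27ac peaks reach 12.9, below the window's highest values of 422 and 62.8.

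The last comparison asked which cell-type marker genes carried H3K27ac, using 8 lists with 78 genes in all. Across the genome, 13773 of 19970 protein-coding genes (69.0%) overlapped at least 1 H3K27ac peak. All 15 neuron markers did, as did all 11 neural progenitor markers. These shares stood at percentiles 99.8 and 99.2 of 10000 random lists of the same size. Among the 8 inhibitory markers 7 had a peak (percentile 85.4), and among the 8 astrocyte markers 7 had one (percentile 85.8). For the 8 excitatory markers the number was 5 (percentile 35.025), for the 8 oligodendrocyte markers 4 (percentile 14.2) and for the 8 pluripotency markers 3 (percentile 4.29). Among the 12 liver and muscle markers, 4 had a peak (percentile 0.96). The percentiles describe these lists and are not a test. Restriction to the 50% of H3K27ac peaks with the highest fold enrichment gave the largest moves among the alternatives, and took the astrocyte list to 48.5 and the inhibitory list to 48.4. The median of the highest fold enrichment per gene was 22.4 for the progenitor markers and 12.2 for the neuron markers, at percentiles 98.3 and 76.75 of the random lists. Against random lists matched on gene length these percentiles were 99.7 and 54.4. The astrocyte markers had a median of 17.1, at percentile 90.5 of the random lists and 87.3 of the matched lists. The difference between the progenitor and neuron medians was not significant (two-sided permutation test, 100000 permutations, p = 0.12). The highest value among the progenitor markers was 50.3 in MSI1 and the highest among the neuron markers was 47.0 in GAP43.

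**Figure D3:**
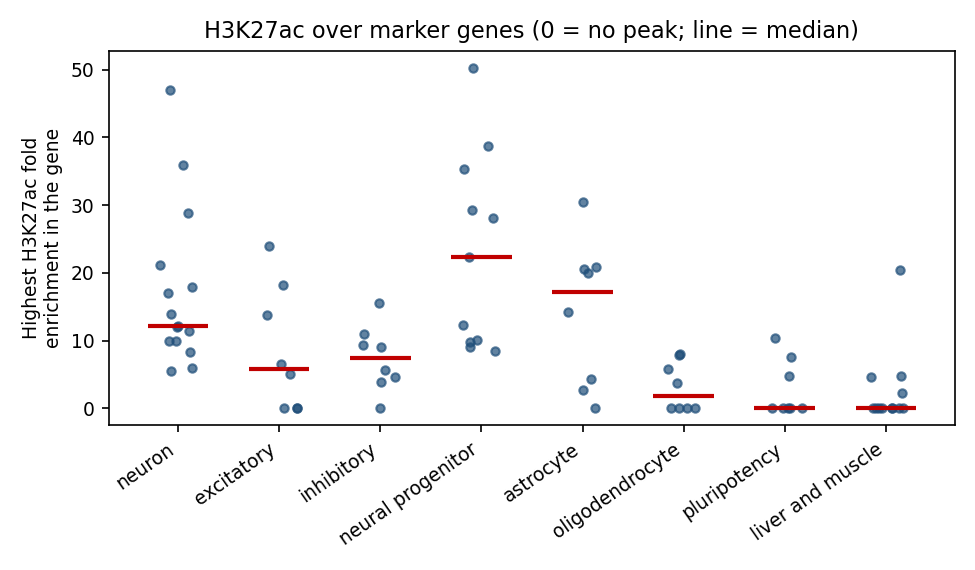
The highest H3K27ac fold enrichment of any peak overlapping each marker gene (y axis) is shown for the 8 marker lists (x axis). Points are genes, 0 stands for a gene without a peak, and red lines are medians, which are 22.4 for the progenitor list, 12.2 for the neuron list and 0 for the pluripotency list.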

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

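No paired analysis was possible because each deposited list covers both replicates together and holds no values of single replicates. Leaving out each replicate in turn was not run for the same reason. Alternatives that need a transcription start site or a sequence were also not run. These were promoter-distal peaks, shifts matched on distance to a start site, marker peaks within 5 kb, and all alternatives for promoter shares, motifs and motif orientation. Of 59 alternatives, 18 left the value within its interval or on the same side of the threshold, 40 moved it and 1 reversed it. The percentiles and the numbers of peaks overlapping MAPT have no interval or threshold, and all of their alternatives are counted as moves. These include a change as small as 99.8 to 99.94 in the percentile of the neuron share, so the number of moves does not measure instability. Unless a value below shows the cause of a move, the cause was not tested.

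The share of CTCF peaks overlapping H3K27ac (28.1%) fell under every stricter definition: to 19.3% when at least 50% of the CTCF peak had to be covered, 17.9% for the CTCF summit inside an H3K27ac peak, and 12.5% for windows of 100 bp around both summits. It was 18.6% in the 50% of each list with the highest signal values, 13.4% in the top 20000 peaks of each, 26.8% against H3K27ac peaks with q under 0.01, 26.2% after merging CTCF peaks and 25.2% without the recurrent width. Autosomes alone gave 28.3%, within the interval. The share of H3K27ac peaks overlapping CTCF (16.2%) was 11.3% in the strongest 50% of each list, 17.7% with q under 0.01, 11.8% with windows of 100 bp around CTCF summits and 10.2% without the recurrent width. The fold over shifted positions (9.69) stayed between 7.02 and 11.4 in the 6 alternatives run, and each had a permutation p of 0.001. Its lowest value came from shifts of 50 to 500 kb, which keep a peak near its own surroundings.

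The H3K27ac signal ratio of 1.82 was 1.24 in peaks between the quartiles of width and 1.15 as the median within width deciles, so a large part of it went with peak width. The CTCF signal ratio of 0.755 was 0.926 as a ratio of means and 0.671 with windows of 100 bp, and it reversed to 1.05 without the recurrent width. The peaks of that width had a median signal of 35.9 against 144.85 elsewhere, so removing them takes out most of the weak peaks. The cause of the reversal beyond that was not tested.

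The numbers of peaks overlapping MAPT fell from 4 to 2 for CTCF and from 6 to 3 for H3K27ac in the strongest 50% of each list. A shorter list lowers such numbers at other genes too. The medians of genes of similar length fell from 2 to 1 for CTCF and from 3 to 2 for H3K27ac. MAPT then held more CTCF peaks than 68.1% of those genes (76.2% in the full list). For H3K27ac the share was 64.8% (67.5% in the full list). For CTCF around MAPT, the percentile of 81.0 was 67.0 with 500 kb either side, 77.8 in the strongest 50% and 90.8 among genes with a similar number of genes in the window. For H3K27ac, the percentile of 55.2 was 27.8, 62.7 and 43.5 in the same order, so the window size and the matching decide whether MAPT stands above or below the middle. 

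The shares of marker genes with a peak stayed within their Wilson intervals in the strongest 50% of H3K27ac peaks, but with 8 to 15 genes per list those intervals are wide. The percentiles of these shares in the strongest 50% of peaks were 99.94 for neuron, 49.55 for excitatory, 48.4 for inhibitory, 99.8 for neural progenitor, 48.5 for astrocyte, 8.995 for oligodendrocyte, 8.96 for pluripotency and 0.12 for liver and muscle markers. Against random lists matched on gene length they were 98.4, 28.5, 93.4, 99.95, 80.2, 21.7, 13.4 and 3.64 in the same order. The neuron and progenitor lists stayed above percentile 95 and the liver and muscle list stayed below percentile 5 in both alternatives, whereas the pluripotency list did not stay below 5.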

Other observations

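The width test of the first pattern, the shifts of strong and weak CTCF peaks separately in the second and both tests of the marker lists were chosen after the result was seen. The other tests were set after their pattern had been noticed but before their own value was seen. No biological explanation was tested for any of these patterns, because the design gives no group of samples to compare.

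The weakest decile of CTCF peaks overlapped H3K27ac more often than the sixth decile, by 26.4 percentage points as deposited. Interval width was tested by giving every CTCF peak 100 bp either side of its summit, and the excess was still 24.1 points. Loosely called H3K27ac peaks were tested with the 50% of that list with the highest fold enrichment and with q under 0.01, and the smaller of the 2 excesses was 21.1 points. Position by chance was tested with 1000 shifts of 50 to 500 kb, none of which reached the observed excess (one-sided permutation p = 0.001, the smallest they can give). Their highest excess was 1.76 points. However, such shifts left a mean of only 1750 of the 43677 CTCF peaks overlapping H3K27ac as deposited. An excess as large as the observed one was therefore hardly possible among them. The shifts thus do not test the difference between deciles apart from the enrichment of the whole list. Side summits of nearby CTCF peaks were tested by leaving out peaks within 1 kb of another CTCF summit, which were 51.8% of the weakest decile and 6.87% of the sixth. With windows of 100 bp the excess was 24.1 points before and 16.3 points after. This also removes separate sites that lie close together, so the drop does not show that side summits caused it. Unspecific recovery of strongly acetylated chromatin was tested by the fold enrichment of the H3K27ac peaks met. It was 1.18 times as high under the weakest decile (13.6) as under the sixth (11.6). That was just short of the ratio of 1.2 set for that pair. The limit of 1.2 was set after the decile pattern had been noticed but before this value was seen. The weakest decile had the highest median of the 10 deciles, and against the medians of 10.5, 10.3 and 10.5 in the 3 strongest deciles it was more than 1.2 times as high. The outcome therefore depends on the decile compared, and the test covers one aspect only, so unspecific recovery may still account for part of the excess. A search for CTCF motifs, which would separate direct from unspecific recovery, was not analysed here.

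The position of CTCF within acetylated regions differed between strong and weak peaks. Between neighbouring H3K27ac peaks there were 34269 gaps of at most 1 kb. They held 0.202 CTCF summits per kb, against 0.158 inside the flanking H3K27ac peaks and 0.0394 in the 1 kb outside them. The ratio of gap to peak density was 1.28. It was above each of 1000 shifts of 50 to 500 kb (one-sided permutation p = 0.001, the smallest they can give). The highest shifted ratio came close at 1.25. However, such shifts left a mean of 1750 CTCF peaks overlapping H3K27ac, against 12278 observed. All shifted ratios given here thus rest on fewer summits than the observed ones, and their spread is not that of the observed ratio. The ratio was 1.36 with H3K27ac peaks of q under 0.01, so loosely called H3K27ac peaks did not account for it. Weak CTCF peaks did not account for it either. In the 50% of CTCF peaks with the highest signal values the ratio was 2.79 (shifted ratios 0.691 to 1.37), whereas in the weaker peaks it was 0.621, below the lowest shifted ratio of 0.662. By gap length the ratio was 1.85 up to 200 bp, 1.55 above 200 and up to 500 bp, and 0.617 above 500 and up to 1000 bp. In the same direction, among CTCF peaks whose 200 bp window met H3K27ac, the summit lay inside the H3K27ac peak for 89.4% of the weakest decile and 42.98% of the strongest. A candidate explanation is that strong CTCF sites sit in nucleosome-depleted stretches that split an acetylated region into separate called peaks. How the authors' peak calling splits broad regions was not tested, so the pattern cannot be told apart from an effect of that step.

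The strongest CTCF peak overlapping MAPT is an example. Its summit at 45894402 lay in a gap of 174 bp between the anchor H3K27ac peak and an H3K27ac peak from 45893958 to 45894344 with a fold enrichment of 9.95. The weaker CTCF peak from 45895482, with a signal value of 67.0, had its summit inside the anchor peak.

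The neural progenitor markers had a higher median H3K27ac fold enrichment than the neuron markers (22.4 against 12.2) in cultures labelled as neurons. The astrocyte markers also had a higher median (17.1) than the neuron markers, a difference that was not tested. All other lists had lower medians: 5.80 for excitatory, 7.37 for inhibitory, 1.84 for oligodendrocyte, and 0 for pluripotency and for liver and muscle markers. The pattern was therefore shared by the progenitor and astrocyte lists only. Gene length did not account for the height of the progenitor list, which stood at percentile 99.7 of length-matched random lists, while the neuron list stood at percentile 54.4. Chance assignment of genes to the 2 lists could not be excluded: a two-sided permutation test of the difference in medians with 100000 draws gave p = 0.12, and 7 of the 11 progenitor genes lay above the neuron median. Remaining progenitors in the culture, or promoters that are acetylated in many cell types, are both possible and were not tested.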
